A study of Mus musculus with 8 samples. Its data were reported in "Leukaemia cell of origin identified by chromatin landscape of bulk tumour cells" (2016).

How the data were processed

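ATAC-seq libraries of sorted L-GMP cells from 8 mouse leukaemias, 2 for each of 4 cells of origin, were the samples. By the methods of the study, the authors aligned the reads to mm9, kept only those that mapped uniquely and removed duplicates. They called broad peaks in each sample separately, without a control and without pooling replicates. Per the file headers this was done with MACS 2.1.0.20140616, with tags extended to 200 bases, at most 1 tag per position, an effective genome size of 1870000000 and a q-value cutoff of 0.05. The lowest deposited −log10 q-value was 1.00, so the peaks listed reach past that cutoff. The file headers name bwa as the aligner, while the methods of the study name another one. Each deposited file gives, per peak, the pileup signal, the −log10 p-value, the fold enrichment ratio over the local background and the −log10 q-value. The headers also give the number of tags before and after filtering, which was taken as the depth. The pileups count tags, not molecules, and intervals and counting errors cover counting error only.

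The design, its tests, the rule for the regions named and most alternatives were chosen before the data were examined. The design spoke of peak scores, and the −log10 q-value was taken as the score once the deposited columns had been read and before any result was computed. The study correlated peak scores given by HOMER, which were not used here. The choice of fold enrichment, of pileup scaled to depth, of all transcripts, of the 6 samples without the 2 of lowest depth, of the replicate block for the pairing tests and of the sample-level correction as alternatives was made after seeing the data.

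Overlapping or touching peaks of the 8 samples were merged into regions. A sample called a region where at least 1 base of it was covered, and its score was the highest of its peaks there. The share of tags in peaks was estimated from pileup, peak width and the extension length. Peaks were classed by their centre with GENCODE release M1, protein-coding transcripts only, as promoter (1000 bases upstream to 100 downstream of a transcript start), transcript end, exon, intron or intergenic. The naming rule had a part on loci of the study, to be looked up by the nearest gene given in the files and not to be run where the files give none. The files give none. These loci were nevertheless looked up with the annotation used here; that look-up is outside the rule, and its values are not reported. The rest of the rule named, per origin, the 2 origin-specific regions with the highest lower replicate score, and, per contrast, the 2 regions with the smallest adjusted p in which the samples separate fully.

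Samples of the same origin were compared with other samples by an exact permutation test over all ways to part the 8 samples into 4 pairs, and single origins by their rank among the 28 sample pairs. The labels give each origin replicates 1 and 2, and the pairing was taken from these numbers; the 24 pairings that join a replicate 1 with a replicate 2 served as the replicate block. Scores were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on quantile-normalised log2(score + 1), at a Benjamini-Hochberg false discovery rate of 0.05, so differences are on the log2(score + 1) scale and understate changes of low scores. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures used matplotlib 3.10.9. Repeated sequence was measured by stretches of 32 bases taken every 16 bases of a region, and a region was called multi-copy where at least 50% of them occurred elsewhere in the genome.

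The code was tested on simulated data. Of 5000 simulated regions 5000 were found, with 0 of 1496 pair-only regions miscounted. For limma, 200 of 21444 regions were shifted, with independent noise. A first simulation, with limited noise, was replaced, and both noise levels below are without a limit. With the spread within origins, 35.0% of the 100 regions shifted by 1 and 82.0% of those shifted by 2 on the log2 scale were recovered for 2 samples against 6, and 50.0% and 88.0% for 4 against 4. With the spread over all samples before normalisation, 0% and 6.00% were recovered for 2 against 6, and 2.00% and 43.0% for 4 against 4. Of the regions called, 10 of 127 for 2 against 6 and 13 of 151 for 4 against 4 were false with the spread within origins, which is above the rate of 0.05 aimed at, and 0 of 6 and 2 of 47 with the spread over all samples. Without any shift, 0 of 21444 regions were called for 4 against 4 at either noise level. The comparison of 2 against 6 was not simulated without a shift.

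The alternatives were peaks at or above the pooled median score of 6.02, the 31003 highest-scoring peaks of each sample, peaks of at least 500 bases, the 19 autosomes, coverage of at least 50% of a region, a region-count overlap, log2 scores, the Spearman coefficient, regions called in at least 2 samples or, for the origin correlations, in at least 1, median scaling, no scaling, a pseudocount of 10, a model of 4 origins, a covariate for peak number, the replicate block, both of these together, and leaving out each sample in turn. Raw reads and other data of the study were not used here.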

Results

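Chromatin accessibility was measured by ATAC-seq in leukaemia stem cells of mice whose leukaemia had been started with the fusion oncogene MLL-AF9. The cells sorted were L-GMP, leukaemic cells with the surface markers of granulocyte-macrophage progenitors. The leukaemias differed in the cell that had received the oncogene, called the cell of origin here. It was a short-term haematopoietic stem cell (STHSC), a multipotent progenitor (MPP), a common myeloid progenitor (CMP) or a granulocyte-macrophage progenitor (GMP). Each of the 4 origins had 2 replicate samples, which gave 8 samples. No normal cells or other controls were among them. The values were the broad peaks that the authors called in each sample separately, on the mm9 mouse genome.

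The depth of the samples ran from 35340635 filtered tags in MPP replicate 1 to 53719609 in GMP replicate 2. The number of peaks ran from 31003 in GMP replicate 1 to 72028 in STHSC replicate 2. By origin, the mean number of peaks was 69198 ± 4002 (SD, n = 2) for STHSC, 56063 ± 17695 (SD, n = 2) for MPP, 63627 ± 7249 (SD, n = 2) for CMP and 51467 ± 28941 (SD, n = 2) for GMP. MPP replicate 1 and GMP replicate 1 stood apart from the other 6 samples. Their peaks were estimated to hold 8.46% and 7.18% of the filtered tags, against 14.8% to 22.6% in the other samples. At the median peak, the tags behind the pileup gave a counting error of 11.8% to 15.5% across samples.

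The replicates of an origin were compared first, to ask whether samples of the same origin resembled each other more than samples of different origins. The absolute log2 difference in peak number averaged 0.56 within origins and 0.44 between samples of different origins. None of the ways of joining the 8 samples into 4 pairs gave a larger mean difference (exact permutation test, one-sided for a smaller difference, p = 1). The smallest p that this test can give is 0.00952. With the peaks limited to those at or above the pooled median score, the difference within origins was 0.85, the largest move among the alternatives.

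Most peaks lay outside promoters. Averaged over the 8 samples, 39.05% ± 2.59 (SD, n = 8) of peaks were centred between genes, 36.8% ± 3.28 in introns, 15.995% ± 5.40 in promoters and 6.00% ± 0.51 in exons. The promoter share of single samples ran from 12.6% (95% Wilson interval 12.4% to 12.8%) in GMP replicate 2 to 28.02% (27.5% to 28.5%) in GMP replicate 1. The difference in promoter share between replicates averaged 6.08 percentage points within origins and 5.18 between origins (exact permutation test over all pairings of the samples, one-sided for a smaller difference, p = 1). When each sample was limited to its 31003 highest-scoring peaks, the difference within origins was 1.69 percentage points and lay below that between origins (exact permutation p = 0.238). With peaks at or above the pooled median score it was 16.1 percentage points (exact permutation p = 0.486), the largest move among the alternatives.

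**Figure D1:**
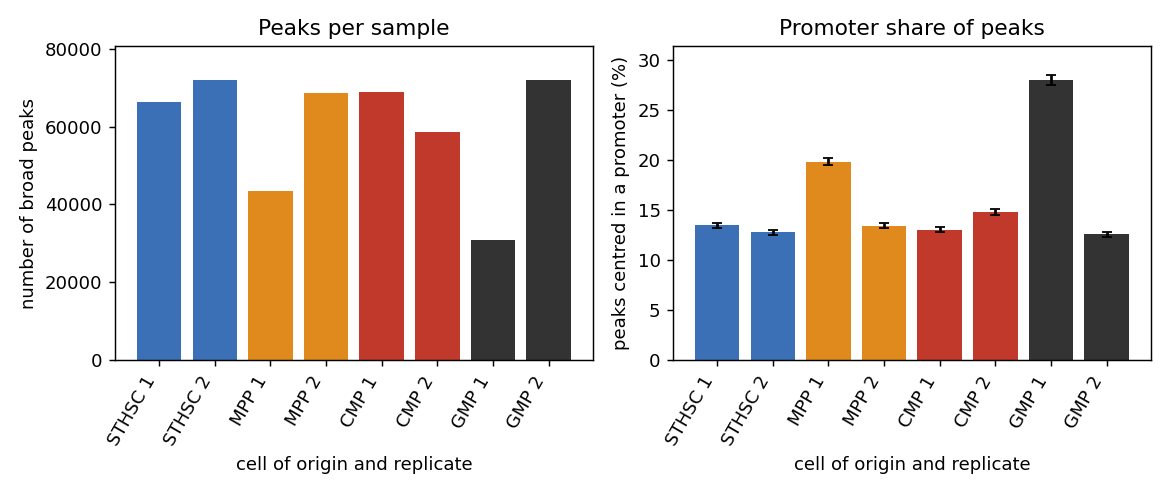
Number of broad peaks (left) and percent of peaks centred in a promoter (right) for each of the 8 samples, coloured by origin. Error bars are 95% Wilson intervals. GMP replicate 1 has the fewest peaks, 31003, and the highest promoter share, 28.02%.

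Merging the peaks of all samples gave 121239 regions. Of these, 21444 (17.7%) were called in all 8 samples and 43494 (35.9%) in a single sample. The overlap of peaks in base pairs (Jaccard index) averaged 0.435 ± 0.136 (SD over 4 pairs) for samples of the same origin and 0.454 ± 0.110 (SD over 24 pairs) for samples of different origins (exact permutation test over all pairings of the samples, one-sided for a larger overlap, p = 0.790). At the regions called in all samples, the Pearson correlation of peak scores across regions averaged 0.870 ± 0.0385 within origins and 0.876 ± 0.0443 between origins (exact permutation test, one-sided, p = 0.514). Regions are not independent replicates, and the test rests on the samples. On average the replicate numbers did not pair the samples: the mean correlation of the deviations of same-numbered samples was 0.00223, from -0.209 to 0.293. The median peak score was lower in replicate 1 for every origin, while the number of peaks was higher in replicate 1 for CMP. A shift tied to the replicate number was therefore not excluded. With the replicate number as a block, that is over the 24 pairings that join a replicate 1 with a replicate 2, the excess of the correlation within origins stayed -0.00619 with an exact permutation p of 0.542.

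**Figure D2:**
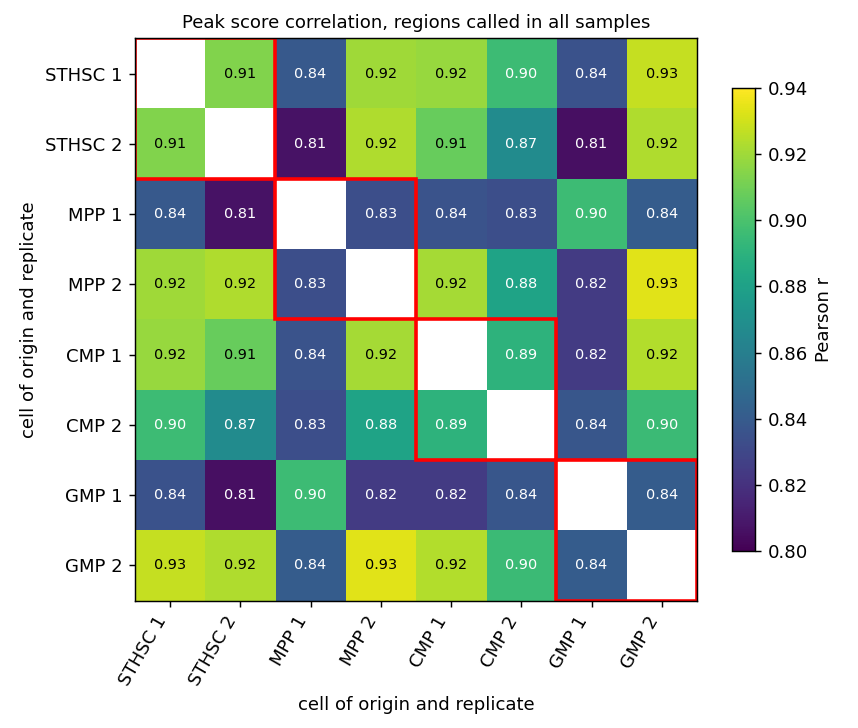
Pearson correlation of peak scores between each pair of samples over the 21444 regions called in all 8 samples. Colour and printed values give r, and red squares mark pairs of the same origin. Same-origin pairs run from 0.834 to 0.913 and other pairs from 0.806 to 0.934.

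To compare the likeness of origins, replicate means of the scores were correlated at regions called in both replicates of both origins. The correlation was 0.954 for MPP and GMP, 0.951 for STHSC and MPP, 0.949 for STHSC and CMP, 0.945 for STHSC and GMP, 0.944 for MPP and CMP and 0.943 for CMP and GMP. No test was run on these values. For single samples in place of means, the SD of r over the sample pairs of a comparison ran from 0.0206 (STHSC and CMP) to 0.0586 (STHSC and GMP). This is larger than the gaps between the values above, so their order was not shown to be more than chance. Between the replicates of an origin, r was 0.927 for STHSC, 0.854 for MPP, 0.897 for CMP and 0.852 for GMP. These are correlations of single samples, so they cannot be set against the values for replicate means. For single samples of different origins, r ran from 0.818 to 0.935, over other sets of regions. For the replicate means of STHSC and CMP, the Spearman coefficient was 0.902.

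Origin-specific regions were those called in both replicates of an origin and in no other sample. Their total over the 4 origins was 1469. The mean was 367 ± 273 (SD over 4 pairs) for same-origin pairs and 402 ± 325 (SD over 24 pairs) for pairs of different origins, counted the same way (exact permutation test over all pairings of the samples, one-sided for more, p = 0.619). The STHSC pair had 692 such regions (exact permutation p = 0.214 by rank among the 28 sample pairs), the MPP pair 191 (exact p = 0.643), the CMP pair 488 (exact p = 0.429) and the GMP pair 98 (exact p = 0.786). After Benjamini-Hochberg adjustment over the 4 origins each p was 0.786. The smallest exact p that a rank among 28 pairs can give is 0.0357, or 0.143 after the adjustment, so the adjusted test could not pass 0.05. With 31003 peaks per sample, the CMP pair had 375 regions, the second rank of the 28 pairs (exact p = 0.0714).

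**Figure D3:**
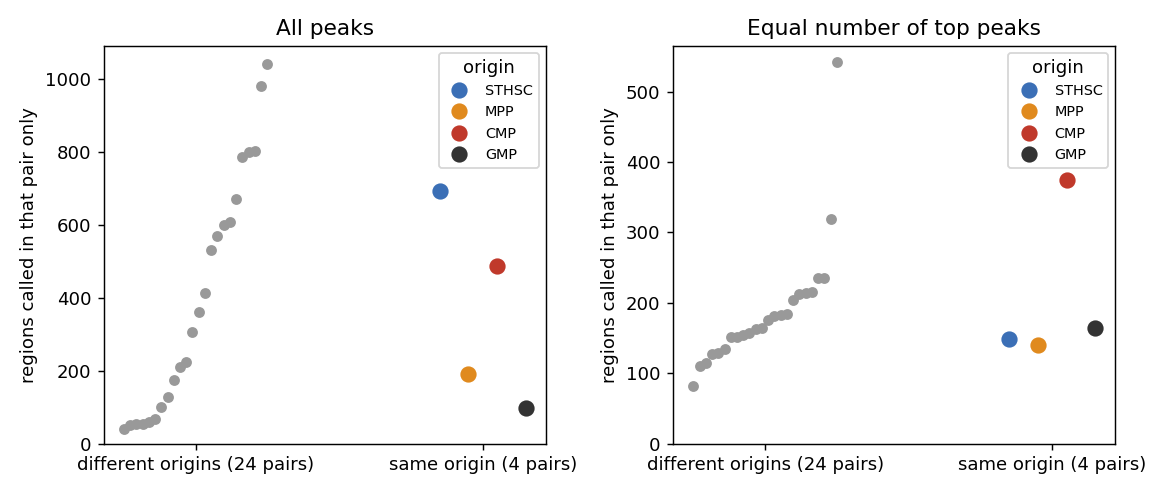
Number of regions called in both samples of a pair and in none of the other 6, for all peaks (left) and for the 31003 highest-scoring peaks of each sample (right). Grey points are the 24 pairs of different origins, and coloured points are the 4 same-origin pairs, which run from 98 to 692 on the left, within the range of 40 to 1041 of the other pairs.

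The origin-specific regions named here are the pair per origin with the highest value of the lower replicate score, and all coordinates are on mm9. For STHSC they were 68079825 to 68080499 on chromosome 2, in an intron of Stk39 (scores 8.25 and 9.46 in replicates 1 and 2), and 11046065 to 11046429 on chromosome 18, between genes and 6.26 kb from the Gata6 start (9.93 and 8.16). For MPP they were 55618411 to 55618638 on chromosome 13, 3.49 kb from the Pdlim7 start (4.60 and 5.66), and 30397247 to 30398553 on chromosome 12, in an intron of Myt1l (4.31 and 15.03). For CMP they were 41446039 to 41446322 on chromosome 11, between genes (9.81 and 9.42), and 56681504 to 56681761 on chromosome 7, in an intron of Nav2 (9.30 and 9.18). For GMP they were 84691289 to 84691731 on chromosome 2, in an intron of Slc43a1 (8.44 and 22.0), and 72911775 to 72912000 on chromosome X, between genes (8.14 and 8.36). The tests above were on the number of such regions, and none of the single regions named was tested for following the origin.

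Origin-specific regions were rarely promoters. The promoter share was 2.60% (95% Wilson interval 1.65% to 4.07%) for STHSC, 1.57% (0.536% to 4.52%) for MPP, 0.615% (0.209% to 1.79%) for CMP and 3.06% (1.05% to 8.62%) for GMP, against 31.2% of the regions called in all 8 samples. The mean difference was -29.2 percentage points, SD 1.09 over the 4 origins (exact sign-flip permutation test, two-sided, p = 0.13, the smallest that 4 origins can give). Regions called in few samples were not compared with other regions of the same score, so the difference was not shown to be specific to origin.

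Peak scores were then compared between each origin and the rest with limma, over the 21444 regions called in all samples. None of the origins had a region with a Benjamini-Hochberg adjusted p below the false discovery rate of 0.05. At an unadjusted limma p under 0.05 there were 725 regions for STHSC, 930 for MPP, 1052 for CMP and 1047 for GMP, of 21444 tested. Each count lay below a share of 0.05 of the regions tested, which chance alone would give, so no excess was seen. With the replicate number as a block the counts were 0 for each of the 4 origins, beside the pairing check of 0.00223 above. On data simulated with the spread within origins, the same test of 2 samples against 6 recovered 82.0% of the 100 regions shifted by 2 on the log2 scale, and on data simulated with the larger spread over all samples it recovered 6.00%.

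The samples of stem cell and multipotent origin (STHSC and MPP) were also compared with those of committed progenitor origin (CMP and GMP), 4 against 4. A single region passed, at 24619060 to 24620590 on chromosome 1, in the promoter window of Gm10222. Its log2 score difference was -2.26 (SE 0.13, limma adjusted p = 2.19e-06), and all 4 CMP and GMP samples lay above all 4 STHSC and MPP samples. The score was 16.2 ± 4.18 (SD, n = 4) in STHSC and MPP and 78.3 ± 2.73 (SD, n = 4) in CMP and GMP. The pileup was 32.1 ± 5.49 and 164 ± 10.7 tags, but the fold enrichment over the local background was 5.97 ± 0.63 and 6.22 ± 0.29, which differed by less than the spread between samples. Of the 32-base stretches sampled in this region, 95.7% also occur on the mitochondrial chromosome. At an unadjusted limma p under 0.05 there were 800 regions, again below the share of 0.05 that chance alone would give. With the replicate number as a block the count was again 1, and the pairing check was 0.00223. The library numbers in the file headers run in the order GMP, CMP, MPP and STHSC, so library order and this comparison cannot be told apart.

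**Figure D4:**
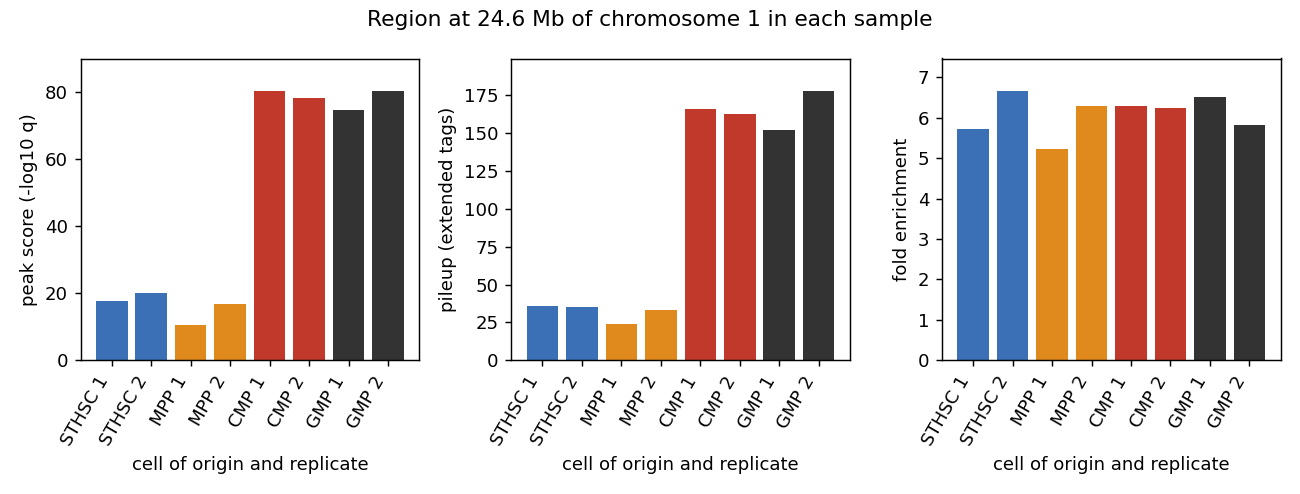
Peak score (left), pileup in extended tags (middle) and fold enrichment (right) of the region at 24619060 to 24620590 on chromosome 1 in each of the 8 samples, coloured by origin. Scores are 78.3 on average in CMP and GMP and 16.2 in STHSC and MPP, while fold enrichment is 6.22 and 5.97.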

Values the study reported

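In leukaemia stem cells, the study found the open chromatin of the STHSC and MPP origins to be closest, at r = 0.946. Its value for CMP was 0.919. GMP stood farthest from the rest, at 0.884. The legend of the study's figure on these correlations lists a single leukaemia stem cell sample for each origin. The correlations of origins given above used replicate means and another peak score, so they are not like for like with the study's values. The study also reported 1,420 further differential peaks by cell of origin in leukaemia stem cells.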

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

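No test over pairings or ranks passed 0.05 in the 119 tests of these results and their alternatives, and the lowest exact p was 0.0714, for the CMP regions with equal numbers of peaks. Of 261 alternatives, 213 left a result within the limits set, 41 moved it and 7 were counted as turning its direction. The limits differed between results. For the within-origin differences and the excesses of overlap and correlation, no limit was set on size. Such a value counted as within the limits if it kept its direction and its side of the 0.05 threshold. A difference in promoter share of 16.1 in place of 6.08 points was thus counted as within them. On log2 scores, 0.903 in place of 0.943 for CMP and GMP stayed within the limits. For STHSC and CMP, 0.912 in place of 0.949 did not. The 7 leave out the turn in origin-specific regions with equal numbers of peaks, given below, which was counted as moved. The tests chosen only after the data were seen are those on fold enrichment, on pileup, on all transcripts, on 6 samples, on the replicate block of the pairings and on the sample-level correction. The cause was not tested for the changes below except where a value is given.

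With equal numbers of top peaks, the difference in promoter share within origins was 1.69 points, below that between origins, so the direction was reversed. The origin-specific regions were then 827 in total, 148 for STHSC and 164 for GMP. Same-origin pairs then averaged 207 ± 113 regions (SD over 4 pairs) and other pairs 189 ± 90.4 (SD over 24 pairs). The main order of the 2 means was thus reversed, without passing the test (exact permutation p = 0.248). With peaks at or above the pooled median score the difference in promoter share was 16.1 points, in the direction of the main value. There were then 901 origin-specific regions in total, 0 for MPP and 6 for GMP, and no promoter share could be computed for the MPP regions. With at least 50% of a region covered, MPP had 296 and GMP 167. On log2 scores every correlation of origins was lower than the main value, from 0.903 for CMP and GMP to 0.930 for MPP and GMP. The STHSC and CMP correlation was 0.912 on log2 scores. By Spearman it was 0.902, and the others ran from 0.920 to 0.944.

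Leaving out each sample in turn, the within-origin log2 difference in peak number ran from 0.34 to 0.70 and that in promoter share from 2.96 to 7.86 points; both lay below the difference between origins without GMP replicate 2. The overlap excess ran from -0.0517 to 0.0446 and the correlation excess from -0.0219 to 0.0141, and both turned positive without MPP replicate 2 or GMP replicate 2. The correlation of origins ran from 0.859 to 0.952 for STHSC and MPP, 0.907 to 0.941 for STHSC and CMP, 0.849 to 0.954 for STHSC and GMP, 0.870 to 0.935 for MPP and CMP, 0.885 to 0.946 for MPP and GMP and 0.861 to 0.941 for CMP and GMP. Origin-specific regions ran from 712 to 6557 for STHSC, 194 to 8799 for MPP, 507 to 5714 for CMP and 110 to 7042 for GMP, the high values being those where the origin itself kept a single sample.

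For score differences, the model of 4 origins gave 1 region for each of STHSC, MPP, CMP and GMP in place of 0. Regions called in at least 2 samples gave 2 for STHSC and 7 for the comparison of 4 against 4. A covariate for peak number gave 1 for CMP. The replicate block with that covariate gave 2 for CMP, beside a pairing check of 0.00223. In the comparison of 4 against 4, fold enrichment gave 0 and pileup scaled to the filtered tags gave 10, and each fit that left out a sample gave 1. No fit of an origin against the rest was made without a sample of that origin. Simulated log2 shifts of 2 were recovered in 82.0% of cases for 2 samples against 6 with noise like the spread within origins and in 6.00% with noise like the spread over all samples. Pileup scaled to the filtered tags gave 0 for each origin against the rest. Apart from this scaling, the effect of depth on these counts was not tested.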

Other observations

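The tests on depth, share of tags in peaks, sample level, sample quality, Mll1, chromosome X, donor differences and the amount of mitochondrial DNA were chosen only after the result was seen. The GC test, the tests of multi-mapped reads and of mitochondrial sequence, and the counts of other splits were set before it.

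The number of regions with a score difference was lower here than the number of differential peaks in the study, with 0 for each origin against the rest and 1 for the comparison of 4 against 4. These fits tested peak scores, only at the 21444 regions called in all 8 samples. Regions called in some samples only were left out of them. At regions called in at least 2 samples, the counts were 2 for STHSC and 0 for each of MPP, CMP and GMP. The comparison of 4 against 4 then gave 7. The study normalised for read depth within peaks, which was not done here. The counts here and in the study are therefore not like for like, and the cause of the difference was not tested.

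MPP replicate 1 and GMP replicate 1 correlated more with each other than with their same-origin partners. Over the 28 sample pairs, the distance between samples in mean GC content of peaks had a rank correlation of -0.84 with their score correlation (Pearson -0.85; exact permutation p = 7.44e-05 and 2.48e-05, one-sided, the latter the smallest possible; adjusted 0.000223 and 7.44e-05). The share of tags in peaks had -0.83 (Pearson -0.88; exact permutation p = 0.000223 and 9.92e-05; adjusted 0.000335 and 0.000149), and depth had -0.30 (Pearson -0.38; exact permutation p = 0.0706 and 0.0515, both also after adjustment). The tests were repeated without the 2 samples farthest from the median of each measure. These were MPP replicate 1 and GMP replicate 1 for GC and for the share of tags. Pearson's r was then -0.62 for GC (exact permutation p = 0.00694) and -0.57 for the share of tags (exact permutation p = 0.0250). For depth they were MPP replicate 1 and GMP replicate 2, and r was -0.35 (exact permutation p = 0.171). Library quality, seen as a low share of tags in peaks and a GC-rich peak set, may set the likeness of samples more than origin does. Both measures come from the same peaks as the scores, and the labels give no batch in which to repeat the relation.

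Unequal peak numbers could hide an excess of regions shared by same-origin pairs. With each sample's level removed, same-origin pairs did not stand out (exact permutation p = 0.171), nor did the STHSC and CMP pairs without MPP replicate 1 and GMP replicate 1 (exact permutation p = 0.289). These values leave an origin signal undetected, not excluded.

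For the score differences of each origin against the rest, all 16 of the 16 splits of 2 against 6 that join a replicate 1 with a replicate 2 gave as many regions, for STHSC, for MPP, for CMP and for GMP, since the count was 0 (725, 930, 1052 and 1047 regions at an unadjusted p under 0.05). Such splits cannot give a share under 0.05. The pair of lowest depth, MPP replicate 1 and GMP replicate 1, gave 1105 regions against the rest, and CMP replicate 2 with GMP replicate 1 gave 71. For STHSC and MPP against CMP and GMP, 1 of the 18 splits that part as many same-numbered samples gave as many regions, the real one. Of all 35 splits, the one with both STHSC samples, MPP replicate 2 and GMP replicate 2 on a side gave 2.

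The region on chromosome 1 with higher scores in CMP and GMP may hold a nuclear copy of mitochondrial DNA, since 95.7% of its 32-base stretches also occur on the mitochondrial chromosome, so mitochondrial reads placed there are a candidate source. The amount of mitochondrial DNA could not be compared: the highest pileup on the mitochondrial chromosome did not differ (exact permutation p = 0.629, two-sided), but at 351 to 386 it lay near the limit of 400 set by 1 tag per position and strand. The methods of the study state that only uniquely mapped reads were kept. Whether this step removed all mitochondrial reads from the region was not tested. The pattern cannot be told apart from mitochondrial reads placed there.

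Of the regions called in all 4 samples of a side and in none of the other, STHSC and MPP had 70 and CMP and GMP had 37. Of these 107, 32 (29.9%) were multi-copy, against 1.44% of the regions called in all samples. They included 5 regions at 176990621 to 177758478 on chromosome 2 in STHSC and MPP only and 17 regions at 14933321 to 15220875 on chromosome 5 in CMP and GMP only, near Speer4 genes. Of the 35 splits of 4 against 4, 1 gave as high a share, the real one, and the others gave at most 9.30%. Outside the 2 runs the share was 11.8% (10 of 85), and again 1 of 35 splits gave as much. Closeness of regions was not special to the real split: 20.56% of its regions lay near another of them, and another split gave 20.59%. Among the 18 splits that part same-numbered samples alike, no share under 0.05 is possible, and neighbouring regions are not independent. A strain or donor variant, such as copy number differing between the animals behind the 2 sets, may be the source, although the labels give the same strain. The median shift of multi-copy regions called in all samples was -0.11 on the log2 scale (exact permutation p = 0.343). This test leaves out the regions called on a single side. In log2 pileup, 6 regions of the run on chromosome 5 that were called in all samples differed by -0.97 to -1.55. Regions below the multi-copy limit differed as much the other way. Those at 166410264 to 166439077 on chromosome X differed by 1.04 to 1.44, and a region near Entpd4 on chromosome 14 by 0.95. Depth did not differ detectably (exact permutation p = 0.457). Neither test excludes the handling of multi-mapped reads or depth. Animals, library order and origin cannot be told apart in this split.

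In Mll1, a region at 44654979 to 44657895 on chromosome 9 was called in the 4 CMP and GMP samples and in no STHSC or MPP sample. Of 6 regions in the gene body, 3 lay on coding exons, against 6.82% elsewhere (Fisher's exact test, one-sided, p = 0.00544, or 0.0272 for the 5 genes looked up). This test includes the region that prompted it. It was therefore run a second way, chosen after the first value was seen: without that region, 2 of 5 lay on coding exons (Fisher's exact p = 0.0406, or 0.203 for 5 genes). Reads of the oncogene itself, which carries part of this gene, may have been placed on its exons, but since the gene was looked up for the pattern neither value can decide. Depth did not differ detectably between the 4 samples with the region and the 4 without (exact permutation p = 0.457).

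Of the 488 CMP-specific regions, 39 (7.99%) lay on chromosome X, against 0.990% to 3.94% in the other pairs with at least 100 such regions, 21 pairs in all, and 21 chromosomes had been looked over. An X dosage difference could give this, but at regions called in all samples the X pileup of CMP differed from the other 6 samples by 0.0106 on the log2 scale on average. CMP replicate 1 (-0.07) lay within the range of the other 6, and CMP replicate 2 (-0.0089) lay above their highest value (-0.0104) and had the highest share of all peaks on X, 2.55%. Without the multi-copy cluster window of 30 to 40 Mb the share was 6.07%, still the highest. A strain or donor variant was not tested for it, so it is not called biological.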
